A study of Mus musculus with 3 samples. Its data were reported in "An Atlas of Thyroid Hormone Receptors’ Target Genes in Mouse Tissues" (2022).

How the data were processed

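TRα1 ChIP-seq had been carried out on striatum of adult male C57BL/6J mice that expressed a GS-tagged TRα1 in GABAergic neurons. The tissue had been crosslinked with disuccinimidyl glutarate and formaldehyde. The series comprised 2 ChIP libraries and 1 input library, assigned to their groups from the sample titles. The processed data were 1 peak list. The authors had aligned the reads to GRCm38 with Bowtie and called peaks with MACS on the Galaxy server, then removed peaks with a score below 60. Whether the 2 ChIP libraries were pooled before peak calling, and how duplicate reads were treated, was not stated. The list carried no values for single libraries, so that replicates were not compared and the depth of each library was not analysed here.

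The deposited pileup is the fragment coverage of the ChIP reads at the summit and held whole numbers. The fold enrichment given by the authors is the ratio of this pileup to the local background of MACS, with 1 added to each. The deposited −log10 p and −log10 q values and the score, which is 10 times −log10 q without its decimals, are those of MACS at the summit. These values were used only to describe, rank and filter sites within the list. The local background was computed as the pileup plus 1, divided by the fold enrichment, minus 1. The step between background values above the floor was searched between 0.1 and 0.5 fragments. This search was adjusted on the data before its settings were fixed.

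The chromosome lengths of the reference sequence were checked against the positions in the list, and GENCODE annotation of GRCm38 was used, with 21938 protein-coding genes among 55413 genes. The TSS was the 5-prime end of the gene. Random placement put the summit of each site on a random sequenced base of its own chromosome, 1000 times. The summit was assigned to an exon, an intron, the 5 kb upstream, the 1 kb downstream or intergenic sequence, in this order. Chromosome Y, with 9 sites, was left out of the comparison by chromosome.

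DR4 was searched on both strands as AGGTCANNNNAGGTCA with at most 2 mismatches in the 12 half-site bases, as a substitute for the matrix of the study, so the counts of matches are not on the scale of that matrix. The other arrangements were DR0 to DR3, DR5 to DR8, ER6 and IR0. Each site was compared with the window of equal width 5 kb to its right by an exact McNemar test. This window overlapped another site in 2.93% of cases. Windows matched on GC content were chosen from 40 random candidates for each site, and 77.4% lay within 2 percentage points of the site. Matches to 12 motifs of other factors were searched without mismatches. DR4 presence was related to fold enrichment by a permutation test of Spearman's rho with 100000 resamples and to the distance from the TSS by Fisher's exact test. The DR4 status of sites was shuffled 1000 times to examine genes with at least 2 sites.

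Lists of genes characteristic of striatal projection neurons (25 genes), of neurons in general, astrocytes, oligodendrocytes, microglia, endothelial cells, hepatocytes and cardiac muscle (20 genes each) were written from general knowledge. All genes of the lists were found in the annotation, no gene belonged to more than 1 list, and 0 of them are among the genes the study names. Expression in the striatum was not used here. Each list was compared with 10000 random lists of equal size, matched on 10 groups of gene length. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05.

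The main comparisons of the results with their tests, the gene lists, the motifs, most alternatives of the processing and the rule for naming genes were fixed before the data were examined. The shares of exons, intergenic sequence and the 1 kb downstream, and the genes with at least 1 or at least 2 DR4 sites, were not among these results. Many tests of the additional observations were chosen later and are identified there. The alternatives were other distances, annotations, mismatch limits, control windows, scores and peak positions. The separate shuffles of DR4 status and all alternatives for the results just named were chosen after seeing the data. The named genes were the 8 that the text of the study names, the nearest genes of the 10 sites with the highest fold enrichment, and the 5 genes with the most sites. The text of the study spells 1 of the 8 as a symbol that was read as Trp53inp2.

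The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data. With some of the sites planted near TSSs and the rest placed at random, the share within 30 kb was 46.1%, against 45.8% expected. All 615 planted DR4 elements were found. The tests of rho, of shuffled DR4 status and of gene lists gave p under 0.05 in 2, 3 and 4% of 100 runs without an effect.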

Results

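TRα1 occupancy was measured by ChIP-seq in the striatum of euthyroid adult male mice that carried a GS-tagged version of the receptor in GABAergic neurons. The series held 3 libraries, of which 2 were ChIP libraries and 1 was an input library. The processed data consisted of 1 peak list for the series, without values for each library. No comparison between replicates was therefore made, and none of the errors given here covers the variation between animals. The intervals are 95% Wilson intervals over sites and cover counting error only. The number of reads in each library was not analysed here. The positions are those of GRCm38, and the pileup, fold enrichment and score of each site are the authors' own values from MACS.

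The list held 23988 TRα1 binding sites, hereafter sites. The numbers in the peak names reached 47234, so 50.8% of the numbered calls had passed the score threshold of 60. A stricter score of at least 200 left 7534 sites, the largest change among the alternatives for this count. The median length of a site was 422 bp, with a range of 231 to 29283 bp. The sites covered 11.8 Mb, or 0.444% of the sequenced genome. The fragment pileup at the summit had a median of 21 and a range of 14 to 924. The fold enrichment had a median of 7.40 and a range of 1.70 to 123. A local background was computed from the pileup and the fold enrichment. It lay at its floor of 1.69 fragments in 10136 sites, or 42.3%. Of the 13852 values above the floor, 58.6% fell on whole multiples of 0.243 fragments, against 0.493% for evenly spread values. This step corresponds to 4.11 input fragments for each ChIP fragment. A further 34.1% fell on the smaller step that a window of 1 kb would give, against 2.14% for evenly spread values. The step had been searched for on these same values, and neither share for evenly spread values allows for that search.

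The first comparison addressed the position of the sites relative to the transcription start site (TSS), since the study attached sites to genes within 30 kb. The nearest TSS of a protein-coding gene lay within 30 kb of the summit in 12584 sites, or 52.5% (51.8 to 53.1). The mean of 1000 random placements of the sites on their own chromosomes was 32.4%, with a range of 31.4 to 33.4%. The difference had p = 9.99e-04 in a one-sided permutation test, the smallest value that 1000 placements can give. Here and below, sites were placed independently and were not restricted to unmasked or open sequence. These p-values therefore cannot separate a preference for a position relative to genes from one for such sequence. The share was above that of random placements on 20 of the 20 chromosomes compared. Using all annotated genes moved this share most, to 73.1% against 59.5% in random placements. The excess was concentrated close to the TSS. Within 1 kb lay 4894 sites, or 20.4%, against 1.67% in random placements, a ratio of 12.2. Between 1 and 5 kb the share was 8.75% against 6.25%, and between 5 and 10 kb it was 6.70% against 6.70%.

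Among the 12584 sites within 30 kb of a TSS, 7740 lay downstream, or 61.5% (60.7 to 62.4). Random placements gave a mean of 53.8% and at most 55.4%. The difference had p = 0.00200 in a two-sided permutation test, the smallest value that the placements can give. It was found on 20 of 20 chromosomes. The alternative that moved this share most used every annotated transcript start as a TSS, which gave 53.4% downstream against 51.7% in random placements.

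**Figure D1:**
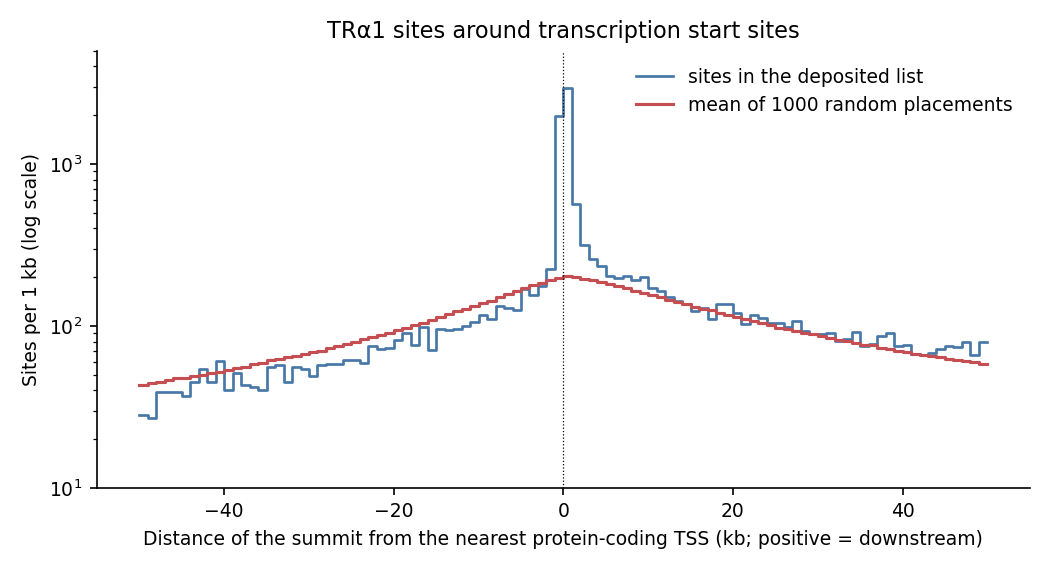
Number of sites in each 1 kb interval of signed distance (kb) from the summit to the nearest protein-coding TSS, on a log axis, with positive distances downstream. The blue line shows the list and the red line the mean of 1000 random placements; the list exceeded the random placements most within 1 kb of the TSS, where 4894 sites lay.

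The distribution over gene regions was compared with the same random placements. Introns held 49.8% (49.2 to 50.5) of the summits, against 38.5% in random placements (two-sided permutation test, p = 0.00200). The 5 kb upstream of genes held 9.43% (9.07 to 9.81), against 3.25% (one-sided permutation test, p = 9.99e-04). Exons held 11.6% against 3.07%, and intergenic sequence held 28.4% against 54.6% (two-sided permutation tests, p = 0.00200 each). The 1 kb downstream of genes held 0.780% against 0.597% (two-sided permutation test, p = 0.00200). These p-values are the smallest that the placements can give. The difference for the 1 kb downstream depended on the setting. With all annotated genes the share was 1.01% against 1.08% (permutation test, p = 0.286), and with a score of at least 200 it was 0.770% against 0.601% (permutation test, p = 0.0719). Assigning sites to the upstream region before exons and introns moved the upstream share most, to 13.3% against 4.25% in random placements.

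The second question was how often the sites contained a DR4 element, that is, a direct repeat of the half-site AGGTCA with a spacer of 4 bp. A match was called with at most 2 mismatches in the 12 half-site bases. At least 1 match was present in 4138 sites, or 17.3% (16.8 to 17.7). The windows of equal width 5 kb to the right contained one in 1416 cases, or 5.90% (5.61 to 6.21). The ratio was 2.92. DR4 was present only in the site in 3876 pairs and only in the window in 1154 pairs (exact McNemar test, two-sided, −log10 p = 339). The mismatch limit moved this share most: with at most 3 mismatches it was 52.9% against 35.2%, and with at most 1 mismatch it was 3.86% against 0.554%. In the genome, 290078 DR4 matches with at most 2 mismatches were counted, and 1.85% of them touched a site. This share was 14.8% (12.9 to 17.04) among the 1119 matches without a mismatch, 4.08% with 1 mismatch and 1.62% with 2 mismatches.

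DR4 was then compared with the other arrangements of the half-site in the 100 bp on either side of the summit. DR4 was found at 3153 summits, or 13.1% (12.7 to 13.6), against 2.30% of the windows 5 kb to the right, a ratio of 5.71 (exact McNemar test, two-sided, −log10 p = 457). The next highest ratio was that of DR5, with 3.23% against 2.00% and a ratio of 1.62 (exact McNemar test, two-sided, raw p = 3.56e-17, Benjamini-Hochberg adjusted p = 1.96e-16 over the 11 arrangements). In the same exact test, the everted repeat ER6 had a ratio of 1.52 (raw p = 1.96e-06, adjusted p = 5.40e-06) and the inverted repeat IR0 a ratio of 1.39 (raw p = 1.99e-04, adjusted p = 3.65e-04). DR8 had a ratio of 1.27 and DR3 a ratio of 1.2 (exact McNemar tests, raw p = 4.24e-05 and 0.00118, adjusted p = 9.34e-05 and 0.00185). DR2 and DR1 were less frequent at summits than in the windows, with ratios of 0.728 and 0.852 (exact McNemar tests, raw p = 1.66e-08 and 0.00343, adjusted p = 6.08e-08 and 0.00471). Both lost the threshold with other mismatch limits. With at most 1 mismatch the ratios were 0.673 and 0.771 (exact tests, adjusted p = 0.115 each), and with at most 3 they were 0.989 and 0.983 (adjusted p = 0.631 and 0.464). Against GC-matched windows DR2 had a ratio of 0.890 (exact test, adjusted p = 0.0735). DR8 lost the threshold with at most 1 mismatch, at a ratio of 1.45 (exact test, adjusted p = 0.115). With a score of at least 200, DR8 and DR3 did not pass it, at ratios of 1.26 and 1.17 (exact tests, adjusted p = 0.0528 and 0.147). DR0, DR6 and DR7 had ratios of 0.961, 1.06 and 1.12 that did not pass the threshold (exact McNemar tests, raw p = 0.440, 0.364 and 0.0858, adjusted p = 0.440, 0.401 and 0.105). The DR4 ratio was 13.8 with at most 1 mismatch and 2.32 with at most 3.

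**Figure D2:**
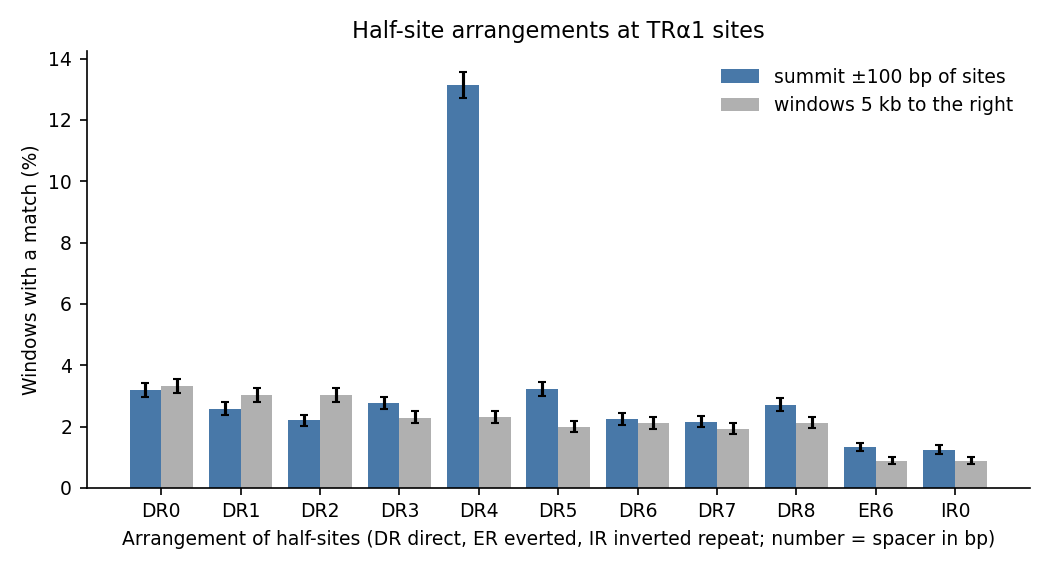
Share (%) of windows with a match to each half-site arrangement within 100 bp of the summit (blue) and in the windows 5 kb to the right (grey), with 95% Wilson intervals as error bars over 23988 sites. DR4 reached 13.1% at summits and 2.30% in the windows.

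A further comparison asked whether stronger sites held DR4 more often. The sites were divided by fold enrichment into 5 groups of equal size. The DR4 share at the summit rose from 8.30% (7.55 to 9.11) in the weakest group to 17.05% (16.0 to 18.1) in the strongest, with 11.3, 13.9 and 15.2% between them. The share in the windows 5 kb to the right lay between 2.06 and 2.52%. Over the 23988 sites, which are not independent replicates, Spearman's rho between fold enrichment and the presence of DR4 was 0.0913 (permutation test with 100000 resamples, two-sided, p = 1.0e-05, the smallest they can give). Allowing at most 1 mismatch moved rho most, to 0.0270 (p = 4.0e-05). The share then did not rise throughout: it was 2.00, 2.69, 3.92, 3.71 and 3.21% from the weakest to the strongest group.

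**Figure D3:**
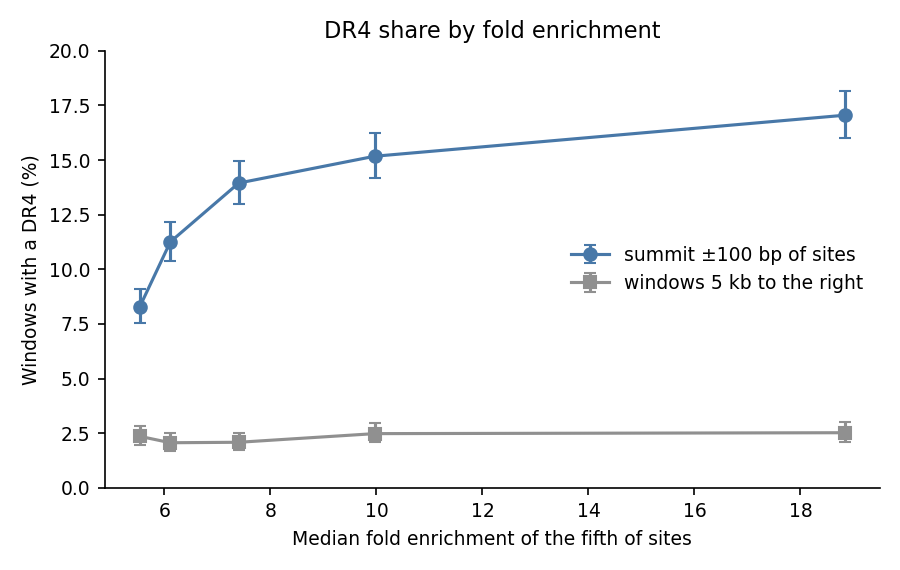
DR4 share (%) within 100 bp of the summit (blue circles) and in the windows 5 kb to the right (grey squares), against the median fold enrichment of each of 5 groups of sites, with 95% Wilson intervals. The share at summits rose from 8.30 to 17.05%, while that in the windows stayed between 2.06 and 2.52%.

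Sites at promoters were compared with the others. DR4 was present at 311 of the 4894 summits within 1 kb of a TSS, or 6.35% (5.70 to 7.07), and at 2842 of the other 19094 summits, or 14.9% (14.4 to 15.4). The odds ratio was 0.388 (Fisher's exact test, two-sided, p = 4.21e-64). Windows of the genome matched on GC content held DR4 in 2.72% of cases for the sites within 1 kb and in 2.48% for the others. The odds ratio moved most with at most 1 mismatch, to 0.244 (Fisher's exact test, p = 6.69e-29).

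A site within 30 kb of the TSS was found for 11698 of 21938 protein-coding genes, or 53.3%. Counting all annotated genes moved this number most, to 23975 genes. At least 2 sites were found for 5821 genes. Among these, 30.5% had exactly 1 site with DR4, against 32.9% when the DR4 status was shuffled over all sites 1000 times (two-sided permutation test, p = 0.0140). At most 1 mismatch moved this share most, to 9.24% against 10.5% in shuffled sites (permutation test, p = 0.040). The direction of the difference depended on the setting. With at most 3 mismatches the share was 37.8% against 37.7% (permutation test, p = 0.891), and with a score of at least 200 it was 37.6% against 35.6% (p = 0.304). At least 1 site with DR4 was found in 38.4% of these genes, against 41.6% in shuffled sites (permutation test, p = 0.00200). This difference too changed direction with a score of at least 200, at 44.9% against 43.3% (permutation test, p = 0.418). At least 2 sites with DR4 were found in 7.94%, against 8.64% (permutation test, p = 0.210). Within 10 kb this difference passed the threshold, at 3.72% against 5.27% (permutation test, p = 0.0040), and the share with exactly 1 was 27.3% against 30.9% (p = 0.00200). With DR4 status shuffled separately within and beyond 1 kb of a TSS, none of the 3 differences passed the threshold within 30 or 10 kb (permutation tests, p from 0.122 to 0.965).

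Since the tagged receptor was present in GABAergic neurons, sites were counted near 8 lists of genes characteristic of cell types. Among the 25 genes of the striatal projection neuron list, 22 had a site within 30 kb of the TSS, or 88%. Random lists matched on gene length gave a mean of 54.7% and a central 95% range of 36 to 72% (one-sided permutation test with 10000 lists, p = 6.0e-04, adjusted p = 0.00480 over the 8 lists). In the pan-neuronal list, 14 of 20 genes had a site, or 70%, which did not pass the threshold (permutation test, p = 0.146, adjusted p = 0.585). The shares were 45% for astrocytes, 40% for oligodendrocytes, 25% for microglia, 25% for endothelial cells, 35% for hepatocytes and 50% for cardiac muscle, each over 20 genes. All of these lay below the means of their random lists, and the adjusted p was 0.999 for each in the same one-sided test. A score of at least 200 moved the striatal share most, to 68% against 26.9% (permutation test, adjusted p = 8.0e-04, where the raw value is the smallest that 10000 lists can give).

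**Figure D4:**
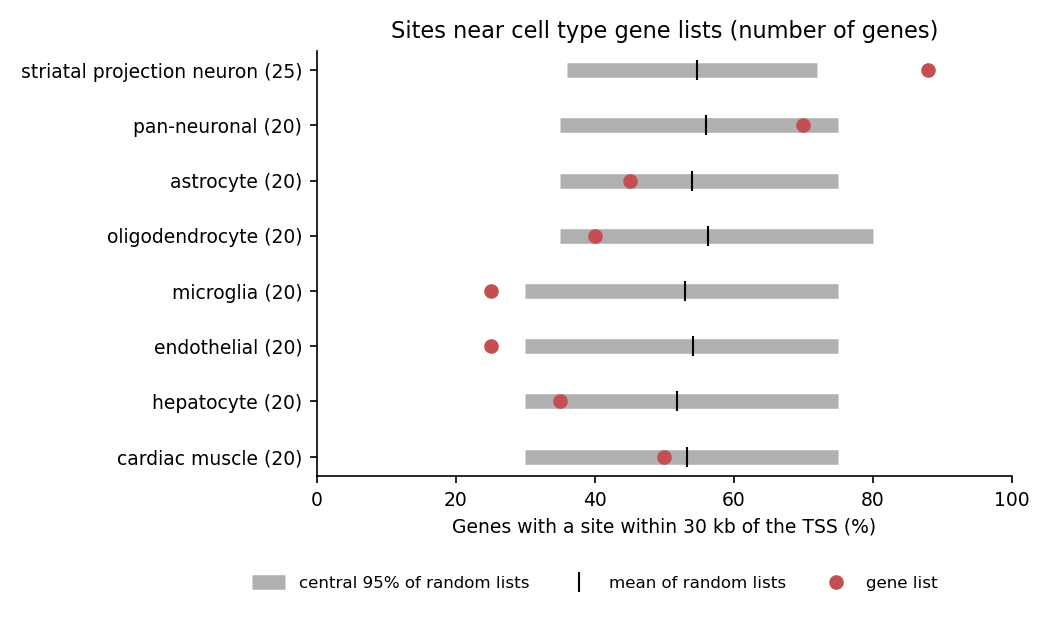
Share (%) of the genes of each cell type list with a site within 30 kb of the TSS (red points), with the mean (black marks) and the central 95% (grey bars) of 10000 random lists matched on gene length. The striatal projection neuron list, at 88%, lay above the range of its random lists, and the microglia and endothelial lists, at 25%, lay below theirs.

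The 8 genes that the study names were examined individually. Hr (chromosome 14, 70552212 to 70573548, plus strand) had 7 sites within 30 kb of its TSS. The strongest, at 70549074 to 70549861, had its summit 2723 bp upstream of the TSS, with a pileup of 192 and a fold enrichment of 71.8, and contained a DR4. The site at the TSS, at 70551754 to 70552567, had a fold enrichment of 21.6 and a DR4 at its summit. Klf9 (chromosome 19, 23141226 to 23168134, plus strand) had 8 sites. Its strongest site, at 23133923 to 23136791, had its summit 5194 bp upstream of the TSS and a fold enrichment of 47.7, with a DR4 outside the 100 bp around the summit. Trp53inp2 (chromosome 2, 155381059 to 155389850, plus strand) had 2 sites, the stronger of which, at 155381395 to 155382726, had its summit in an untranslated exon. That site had a fold enrichment of 72.2 and a DR4 at its summit.

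Desi1 (chromosome 15, 81992523 to 82033862, minus strand) had 4 sites with a highest fold enrichment of 13.8, in a site at 82015258 to 82016421. DR4 was present at the summit of 2 of them, including this strongest site. Stat5a (chromosome 11, 100859351 to 100885169, plus strand) had 2 sites without DR4, and the higher fold enrichment was 18.9 at 100850369 to 100850876. Neither site lay in Stat5a itself. The stronger had its summit 8704 bp upstream of the TSS, in an exon of another protein-coding gene. The other lay 29545 bp upstream, in an intron of another gene. Hcn2 (chromosome 10, 79716634 to 79736108, plus strand) had 4 sites without DR4, the strongest of which lay at the TSS, at 79716088 to 79717624, with a fold enrichment of 41.3. Thrb (chromosome 14, 17660261 to 18038090, plus strand) had 3 sites within 30 kb of its TSS. The strongest, at 17632865 to 17633436, lay 27143 bp upstream with a fold enrichment of 38.3. A DR4 was present at the summit of its intronic site at 17674265 to 17674843, which had a fold enrichment of 10.4.

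Thra, the gene that encodes TRα1 (chromosome 11, 98740638 to 98769006, plus strand), had 8 sites, all within the gene. The summits of 4 of them lay in coding exons, which made up 5.63% of the length of the gene. These were exons 5, 6, 8 and 9 of the transcript that ends at 98765111. The strongest site, at 98764137 to 98764783, had a pileup of 101 and a fold enrichment of 37.7. The background was at most 1.70 fragments at the 8 sites, against a floor of 1.69. DR4 was found in 1 of the 8 sites, in an intron at 98746401 to 98747089, outside the 100 bp around its summit.

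**Figure D5:**
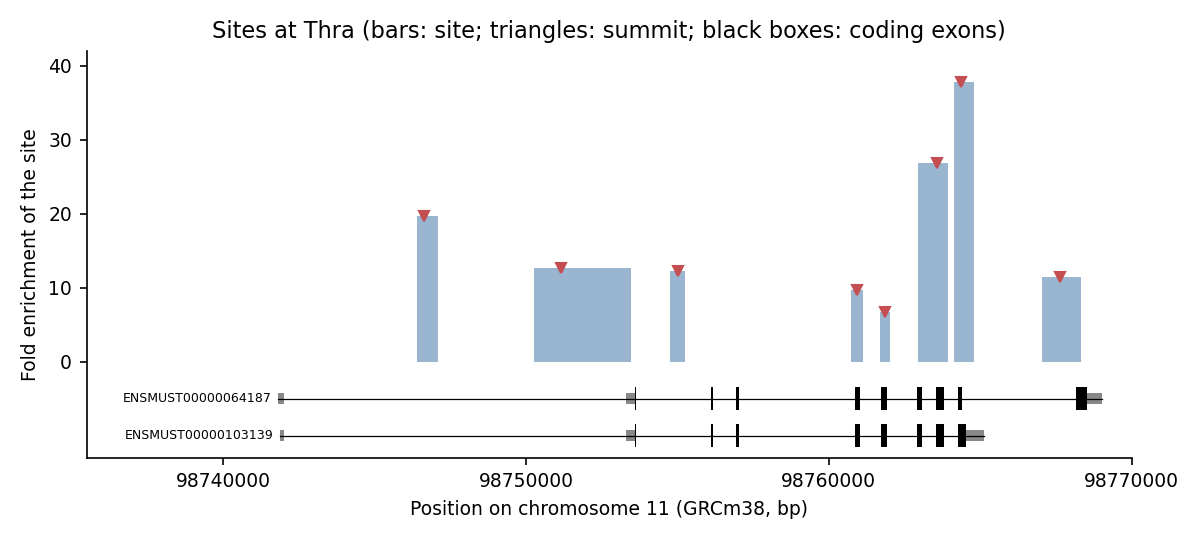
Fold enrichment of the 8 sites at Thra (bars, with a triangle at each summit) along chromosome 11 (position in bp, GRCm38), above the exons of 2 annotated transcripts (black boxes, coding exons; grey boxes, untranslated exons). The 4 summits between 98760940 and 98764375 lay in coding exons.

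The 10 sites with the highest fold enrichment had values of 104 to 123. The highest, 123, was that of an intergenic site on chromosome 5 at 28859276 to 28860455, whose nearest TSS was that of Rnf32 at 335960 bp. The second, 121, lay 143 bp upstream of the TSS of Kmt5c, at 4739277 to 4741017 on chromosome 7. The third, 112, lay in an intron of Dmtn at 70625374 to 70626287 on chromosome 14 and was the only one of the 10 with a DR4 at its summit. The sites nearest to Nr1d2, Tlr4, Ctss and Ttll11 lay in introns of these genes. Those nearest to Chn1 and Dot1l lay 282 and 227 bp upstream of the TSS, and the one nearest to Ppp2r5c lay 73602 bp upstream. The site at Dot1l also contained a DR4, outside the 100 bp around its summit.

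The genes with the most sites within 30 kb of the TSS were Gng7 (chromosome 10, 80948624 to 81014945) with 19 sites, followed by Diras1 and Nr1d1 with 13 each. Ckb and Fndc5 had 12 sites each and were taken in alphabetical order from 4 genes with this number. Gng7 and Diras1 lie next to each other, and all 13 sites of Diras1 were also counted for Gng7. Nr1d1 overlaps the end of Thra on the opposite strand, and 8 of its 13 sites were the 8 sites at Thra. The highest fold enrichment was 47.0 near Gng7 and Diras1, 64.7 near Nr1d1, 39.2 near Ckb and 20.1 near Fndc5. Gng7 also belonged to the striatal projection neuron list.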

Values the study reported

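The study reported DR4 elements in 10–25% of the TR binding sites across its datasets. It counted 70,394 DR4-like elements in the mouse genome.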

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

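The alternatives gave 185 values. Of these, 97 concerned the results that answer a comparison, among which 82 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. The share of sites near a TSS ranged from 35.9 to 73.1% across the alternatives and was above random placements in each. The peak midpoint, a median of 36 bp from the summit, moved 1 site into the 30 kb and 1 out of it, so its equal share says nothing about stability. The downstream share ranged from 53.4 to 62.6%, the intron share from 47.8 to 51.2% and the upstream share from 9.03 to 13.3%, again above random placements in each. The DR4 ratio at summits ranged from 2.32 to 13.8, rho from 0.0270 to 0.147 and the odds ratio near the TSS from 0.244 to 0.519. The striatal list ranged from 68 to 88%, with adjusted p-values (permutation tests) from 8.0e-04 to 0.00240.

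Stricter scores left 14532 sites (at least 100) and 7534 sites (at least 200), and the latter left 5879 genes with a site, by construction. With all annotated genes the count was 23975, since more genes were counted. The single-DR4 result changed direction. The share was 37.8% against 37.7% in shuffled sites with at most 3 mismatches and 37.6% against 35.6% with a score of at least 200, and the cause was not tested. It was 30.5% against 30.3% when DR4 status was shuffled separately within and beyond 1 kb of a TSS, an alternative chosen after seeing the data. The alternatives for genes with at least 1 or at least 2 DR4 sites were chosen in the same way. At least 1 reversed with a score of at least 200, at 44.9% against 43.3%. Within 10 kb, at least 2 came to pass the threshold, at 3.72% against 5.27%. With the separate shuffles within 30 kb, at least 1 was 38.4% against 37.5% and at least 2 was 7.94% against 7.16%. With the separate shuffles within 10 kb, exactly 1 was 27.3% against 27.1% and at least 1 was 31.03% against 31.07%, no longer past the threshold. The alternatives for the shares of exons, intergenic sequence and the 1 kb downstream were also chosen after seeing the data. Exons ranged from 9.75 to 16.4%, above random placements in each, and intergenic sequence from 21.3 to 28.4%, below them in each. The 1 kb downstream reversed with all annotated genes, at 1.01% against 1.08%, and no longer passed the threshold with a score of at least 200, at 0.770% against 0.601%. The cause was not tested.

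The other 88 values comprised 72 without a change, 8 that became weaker, 2 that became stronger and 6 that reversed. All of these changes were in ratios of half-site arrangements. Those that became weaker were DR1 and DR2 with at most 1 and at most 3 mismatches, DR2 with GC-matched windows, DR3 with a score of at least 200, and DR8 with at most 1 mismatch and with a score of at least 200. DR6 and DR7 became stronger with at most 3 mismatches, at 1.09 and 1.103. The reversals were DR6 at 0.971 with at most 1 mismatch and 0.969 with GC-matched windows, DR7 at 0.996 with windows to the left, 0.963 with GC-matched windows and 0.987 with a score of at least 200, and DR0 at 1.09 with GC-matched windows. These 3 arrangements had not passed the threshold, and the cause was not tested. The excess of DR5, ER6 and IR0 stayed past the threshold with the other mismatch limits, control windows and scores. That of ER6 and IR0 did not when matches that overlap a DR4 were left out, at 1.16 and 1.19.

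Leaving out each ChIP library in turn was not run, because the list does not separate them. No paired analysis was possible because the list gives no values for single libraries. At 42.3% of the sites the background lay at its floor, so the fold enrichment of these sites follows the ChIP pileup alone.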

Other observations

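The following tests were chosen only after the result was seen: X copy number together with repeats, the overlap of other arrangements with DR4, repeats for DR1 and DR2, AP-1 by DR4 status, the pileup limit, chance, equal extra copies and intronic summits at Thra, the site in Gt(ROSA)26Sor, the separate shuffles near and far from a TSS, the striatal against the pan-neuronal list, the mismatch limit in the strongest sites, the matched comparison of the DR4 spacer, and the lower tail of the gene lists. The series has a single condition, so no biological explanation that needs a comparison between groups was tested.

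The genome held 290078 DR4 matches with at most 2 mismatches here. That is higher than the count quoted from the study above, but the direction depends on the mismatch limit. With at most 1 mismatch the count was 22256, which is lower. The study used a matrix, so the counts are not on the same scale.

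Sites were rarer on chromosome X, with 2.13 sites per Mb, than on autosomes, with 9.86. The ratio was 0.216. A single X copy in males would lower the pileup of a site, and 0.335 of the autosomal sites had at least 2 times the lowest pileup of 14. The ratio was 1.55 times below this share, beyond the limit of 1.3 set for this explanation. The test took the mean density of the autosomes, whereas single autosomes ranged from 7.58 to 13.4 sites per Mb. It therefore cannot decide against a single copy as the whole cause, because the density that X would otherwise have is not known. Fewer genes were argued against, since X had 0.367 sites per protein-coding TSS and the lowest autosome 0.705. Repeats alone were argued against as well, with 3.997 sites per unmasked Mb on X and 11.8 on the lowest autosome. Per unmasked Mb, the ratio was 0.270, which is 1.24 times below the same share. A single copy together with more repeats may therefore account for the low number on X. This combination was put together after the tests of each explanation alone had been seen.

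A background over 4 times the floor was found at 115 sites. Their mean share of repeat-masked sequence was 36.96%, against 12.4% in the other sites (permutation test with 100000 resamples, two-sided, p = 1.0e-05, the smallest they can give). DR4 was present at 1 of the 115 summits, or 0.870%, against 13.2% in the other sites (Fisher's exact test, two-sided, p = 2.62e-06), and in 6 of their own 115 windows. These sites are consistent with an excess of reads from repeats or extra copies in both ChIP and input, rather than with receptor binding. Their median fold enrichment was 3.62.

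The highest pileup was 924, in a site on chromosome 2 at 98666109 to 98667465. The highest background, converted to input fragments, was also 924. Both equal 4 times the shortest site length of 231 bp. A limit on the reads kept per position in the authors' processing is a candidate explanation, and 10 sites had a pileup above 462. The conversion rests on a step size that was itself estimated from these data.

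The DR4 share rose with fold enrichment. If the weakest sites were background calls, they would hold DR4 no more often than their windows, but in the weakest group the ratio was 3.52. Base composition was argued against as the whole cause, since the ratio to GC-matched windows was 6.93 in the strongest group and 3.46 in the weakest. A mixture of bound sites and background calls among the weaker sites could also give a rising share and stays open.

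The 100 strongest sites held DR4 in 23 cases, against 2 of their windows. A mismatch limit that is too strict may explain part of the sites without DR4. With at most 3 mismatches the element was found in 62 of the 100 and in 18 windows, a ratio of 3.44 (exact McNemar test, two-sided, p = 3.89e-10). Among the 10 strongest, the numbers were 1 with at most 2 mismatches and 6 with at most 3, against 0 and 1 of their windows.

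Sites within 1 kb of a TSS held DR4 less often. Capture of open promoters without the motif would leave no excess over GC-matched windows, but the ratio was 2.34 (exact McNemar test, two-sided, p = 2.14e-18). The ratio was 6.00 for the other sites. Some promoter sites may still have been captured without the motif, since this test argues only against such capture as the whole cause.

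More sites lay downstream than upstream of the TSS. With every annotated transcript start as a TSS, the downstream share was 53.4%, above the highest of the random placements, 53.1%. The excess over random placements fell from 7.70 to 1.75 percentage points. Alternative promoters inside genes could therefore account for a large part of the excess, but not for all of it. Summits just inside the first exon were argued against, since the share without the sites within 1 kb of a TSS was 62.6%, against 54.0% in random placements.

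Genes with several sites held a single DR4 site less often than shuffled sites. When DR4 status was shuffled separately within and beyond 1 kb of a TSS, the shuffled share was 30.3% and the observed share 30.5% (two-sided permutation test, p = 0.841). Within 10 kb these shares were 27.1% and 27.3% (permutation test, p = 0.909). The lower DR4 share near the TSS may thus account for the difference.

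At Thra, 4 of the 8 summits lay in 4 different coding exons. Chance was argued against. Among 242 genes with at least 8 sites inside, 2 had as many summits in coding exons, or 0.826%. Both of these counts include Thra itself. Thra was the only gene of 2931 with at least 2 sites that had summits in 4 or more different coding exons. A transgene made from the coding sequence is a candidate explanation. The prediction written for it before this test had 2 parts, summits in several coding exons and a background above the floor. The first part was met. The second was not, since the highest background was 1.70 fragments against a floor of 1.69, so that by the rule as written the explanation would have been rejected. It was kept open after the values were seen, for the reason that the reads of 1 added copy in the input could stay below the floor. Extra copies alike in ChIP and input were argued against, with a fold enrichment of up to 37.7 at these sites. At the other 4 sites, with summits in introns and a fold enrichment of 11.5 to 19.6, a transgene without introns was argued against, since these summits lay at least 541 bp from the nearest exon, beyond the shortest site length of 231 bp. For the 4 sites with summits in coding exons, reads from a transgene enriched in the ChIP fraction and binding of TRα1 to its own gene cannot be told apart, because the list holds no reads and no library without the transgene.

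A strong site lay in Gt(ROSA)26Sor (chromosome 6, 113074141 to 113077043), a locus that is often used for transgenes and was chosen after its values were seen. Its fold enrichment of 93.3 was the 15th highest, it contained no DR4, and its summit lay 895 bp upstream of the nearest protein-coding TSS, that of Setd5. The background was 1.58 times the floor, as extra copies might give. A background at least as high was found at 11.6% of all sites and at 25.2% of the 4894 sites within 1 kb of a TSS. The value is therefore high but not rare for a site at a promoter, so that a transgene at this locus and a bound promoter cannot be told apart.

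In sites without DR4 at the summit, 9 of 12 motifs of other factors were more frequent than in GC-matched windows, 1 was less frequent, and 2 showed no difference past the threshold. AP-1 was found in 8.51% against 3.13%, a ratio of 2.72 (exact McNemar test, two-sided, adjusted p = 1.86e-123), which argues against chance or base composition. The excess of AP-1 came from sites beyond 1 kb of a TSS, with 10.3% against 3.19%, whereas within 1 kb it was lower, at 2.23% against 2.95% (exact McNemar test, adjusted p = 0.0478). The direction also depended on the distance for the E-box CAGCTG, 1 of the 2 without a difference, which had a ratio of 1.26 beyond 1 kb and 0.556 within it (exact McNemar tests, adjusted p = 2.96e-14 and 2.10e-26). The E-box CATCTG, the less frequent motif, was lower past the threshold only within 1 kb, with ratios of 0.989 beyond and 0.461 within (exact tests, adjusted p = 0.665 and 7.24e-35). The windows were not matched on CpG content, which could matter for motifs of promoters. A second explanation was that open chromatin brings such motifs to sites of every kind, with DR4 or without. Over all sites, those with DR4 held AP-1 in 7.48% and those without in 8.51% (Fisher's exact test, two-sided, p = 0.0534), which leaves this explanation open. Beyond 1 kb the values were 8.06% and 10.3% (Fisher's exact test, p = 2.11e-04), which argues against it as the whole cause. The second comparison was made the deciding one only after both had been seen. Since the share with DR4 still exceeded 3.19%, open chromatin may account for part of the excess.

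DR5, DR3, DR8, ER6 and IR0 exceeded their windows, and matches that overlap a DR4 were examined as the cause. Matches that shared a base with a DR4 were left out of sites and windows alike. DR5 still exceeded its windows, with a ratio of 1.47 (exact McNemar test, two-sided, adjusted p = 1.09e-09), which argues against overlap as the whole cause. Its ratio was 1.49 in the 20340 pairs without DR4 in the site or in its window (exact test, adjusted p = 1.64e-09). The ratios of the others were 0.994 for DR3, 1.05 for DR8, 1.16 for ER6 and 1.19 for IR0, none past the threshold (exact tests, adjusted p = 0.9501, 0.476, 0.222 and 0.132). By the rule written for this test, overlap would have been taken as an explanation for DR3, DR8 and ER6. It was left open after the values were seen, because leaving out these matches multiplied the ratios of DR3, DR8, ER6 and IR0 by 0.760 to 0.854 and those of DR0, DR1, DR2, DR6 and DR7, which did not exceed their windows past the threshold in the same comparison, by 0.798 to 0.859. These are not a clean reference, since DR0 exceeded the windows in unmasked sequence, with a ratio of 1.18 (exact binomial test, two-sided, adjusted p = 0.00981), and DR6 and DR7 did with at most 3 mismatches. A small excess of these 4 and an overlap with DR4 therefore cannot be told apart. An earlier version that left out sites with DR4 but kept windows with DR4 was not used.

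DR2 and DR1 were rarer at summits than in windows, although not past the threshold with at most 1 or at most 3 mismatches. Counted in unmasked sequence, the ratio was 0.952 for DR2 (exact binomial test, two-sided, adjusted p = 0.539), so that fewer repeats in sites may explain its lower frequency. For DR1 it stayed at 0.850 (exact binomial test, adjusted p = 0.00981), which argues against repeats as the cause. These tests too were separated after the values were seen. The counts in unmasked sequence kept matches that overlap a DR4. Without such matches, in masked and unmasked sequence alike, the ratios were 0.616 for DR2 and 0.722 for DR1. DR0 then also fell below its windows past the threshold, at 0.767 (exact McNemar tests, adjusted p = 2.88e-15, 5.41e-08 and 2.39e-06). Whether fewer repeats may explain this lower frequency was not tested.

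The spacer of DR4 had a base preference at summits. At spacer position 3, T was present in 52.0% (50.4 to 53.6) of 3718 matches, against 21.7% of 284707 matches outside sites, and at position 4 G was present in 39.1% against 25.2%. Of 16 comparisons, 13 passed an adjusted p of 0.05 in Fisher's exact test. The matches outside sites differ from those at summits in GC content and repeats, which alone could give unequal shares. In matches outside sites drawn with the same GC content of the 100 bp on either side and the same repeat masking, 10 for each of 3552 matches at summits, T at position 3 was present in 22.7%, against 53.2% at these summits, and G at position 4 in 27.1%, against 39.4%. With this matching, 12 of the 16 comparisons passed. C at position 4 and G at position 2 no longer did (Fisher's exact tests, adjusted p = 0.785 and 0.808). Their differences moved from 5.58 and −3.64 to 0.262 and −0.203 percentage points. C at position 3 came to pass, from 0.380 to 3.21 points (Fisher's exact test, adjusted p = 2.06e-05). The preference for C at positions 1 and 2 fell from 6.27 and 8.35 to 2.04 and 4.48 percentage points, so part of it may come from composition. For T at position 3, where the share at all summits was 51.96%, GC content, repeats and the base composition around half-sites were argued against as the whole cause. A preference of the bound receptor for these bases is a possible explanation that was not tested otherwise.

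The striatal projection neuron list had sites more often than random genes. Any active neuronal gene might have sites, and the shares of the striatal and the pan-neuronal list, 88% and 70%, did not differ past the threshold (Fisher's exact test, two-sided, p = 0.157). With lists of 25 and 20 genes, an effect of striatal identity and one of neuronal activity cannot be told apart. In the lower tail, which was not adjusted, the microglia list had p = 0.0109 and the endothelial list p = 0.00800 (permutation tests). These values depended on the setting. With a score of at least 200 they were 0.163 and 0.0630 in the same test. Within 10 kb they were 0.0459 and 0.00540, and the hepatocyte and oligodendrocyte lists had 0.00340 and 0.00530.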
